# Lubiprostone ameliorates the cystic fibrosis mouse intestinal phenotype

**DOI:** 10.1186/1471-230X-10-107

**Published:** 2010-09-15

**Authors:** Robert C De Lisle, Racquel Mueller, Eileen Roach

## Abstract

**Background:**

Cystic fibrosis (CF) is caused by mutations in the *CFTR *gene that impair the function of CFTR, a cAMP-regulated anion channel. In the small intestine loss of CFTR function creates a dehydrated, acidic luminal environment which is believed to cause an accumulation of mucus, a phenotype characteristic of CF. CF mice have small intestinal bacterial overgrowth, an altered innate immune response, and impaired intestinal transit. We investigated whether lubiprostone, which can activate the CLC2 Cl^- ^channel, would improve the intestinal phenotype in CF mice.

**Methods:**

*Cftr^tm1UNC ^*(CF) and wildtype (WT) littermate mice on the C57BL/6J background were used. Lubiprostone (10 μg/kg-day) was administered by gavage for two weeks. Mucus accumulation was estimated from crypt lumen widths in periodic acid-Schiff base, Alcian blue stained sections. Luminal bacterial load was measured by qPCR for the bacterial 16*S *gene. Gastric emptying and small intestinal transit in fasted mice were assessed using gavaged rhodamine dextran. Gene expression was evaluated by Affymetrix Mouse430 2.0 microarray and qRT-PCR.

**Results:**

Crypt width in control CF mice was 700% that of WT mice (*P *< 0.001). Lubiprostone did not affect WT crypt width but, unexpectedly, increased CF crypt width 22% (*P *= 0.001). Lubiprostone increased bacterial load in WT mice to 490% of WT control levels (*P *= 0.008). Conversely, lubiprostone decreased bacterial overgrowth in CF mice by 60% (*P *= 0.005). Lubiprostone increased gastric emptying at 20 min postgavage in both WT (*P *< 0.001) and CF mice (*P *< 0.001). Lubiprostone enhanced small intestinal transit in WT mice (*P *= 0.024) but not in CF mice (*P *= 0.377). Among other innate immune markers, expression of mast cell genes was elevated 4-to 40-fold in the CF intestine as compared to WT, and lubiprostone treatment of CF mice decreased expression to WT control levels.

**Conclusions:**

These results indicate that lubiprostone has some benefits for the CF intestinal phenotype, especially on bacterial overgrowth and the innate immune response. The unexpected observation of increased mucus accumulation in the crypts of lubiprostone-treated CF mice suggests the possibility that lubiprostone increases mucus secretion.

## Background

Cystic fibrosis (CF) is an autosomal recessive disease caused by mutations in the gene encoding the cystic fibrosis transmembrane conductance regulator (CFTR), a cAMP-regulated anion channel. CFTR is crucial for epithelial Cl^-^-dependent fluid transport and bicarbonate ion-dependent pH regulation of luminal spaces. As a consequence, in CF, epithelial surfaces are poorly hydrated and abnormally acidic. These conditions contribute to impaired turnover of the protective mucus layer on epithelial surfaces. Accumulation of mucus is permissive for abnormal microbial colonization and growth which leads to inflammation and tissue damage.

Currently used treatments for CF are largely aimed at symptomatic relief. Various novel approaches that correct mutant CFTR function [1], or activate alternate electrolyte secretory mechanisms are under investigation [2]. These new approaches are attractive therapeutic options as they would correct the underlying defect and hence are expected to also improve the subsequent complications that occur due to loss of CFTR function.

The CF mouse gastrointestinal tract provides a useful model to test potential therapies because of the wide-ranging and dramatic changes that occur compared to control WT mice. These changes also occur in human CF patients and include poor body weight gain [3,4], accumulation of luminal mucus [5,6], microbial colonization of the mucus resulting in bacterial overgrowth [4,5,7], altered innate immune response [8,9], and impaired gastrointestinal motility [10-12]. We have proposed that the initiating event in the intestinal pathogenesis in CF is slowed turnover of luminal mucus due to the decreased fluid secretion and abnormally acidic pH of the luminal fluid that occur as a result of lack of normal CFTR function. The static mucus in the CF mouse small intestine becomes overgrown with colonic-type bacteria which upregulate some innate defenses, including a dramatic influx of mast cells [9] and altered prostaglandin metabolism [13].

We have shown previously that administration of an oral osmotic laxative largely corrects the intestinal phenotype in CF mice [10]. This demonstrates the benefit of improving the hydration state of the intestinal lumen on the CF phenotype, and supports the rationale to explore therapies that activate fluid secretion mechanisms.

In this work we used the synthetic bioactive bicyclic fatty acid lubiprostone. Lubiprostone was approved by the FDA for treatment of chronic constipation in 2006. It is believed to have beneficial effects via enhanced fluid secretion and perhaps by increasing gut motility [14], although the latter effect is not firmly established as yet [15,16]. Lubiprostone increases fluid secretion from CF respiratory epithelial cells [2] and maybe also from airway submucosal glands [17]. Also, a recent case study reported improvement of constipation in adult CF patients [18]. The mechanism of action of lubiprostone is controversial, as discussed in a recent review [19]. Lubiprostone has been shown to activate the CLC2 (also known as CLCN2) Cl^- ^channel and stimulate apical fluid secretion that is independent of CFTR function [2,20-22]. However, lubiprostone can also activate the CFTR Cl^- ^channel [20,23,24]. There are also data suggesting that lubiprostone-induced chloride secretion is completely CFTR-dependent [23]. Despite these controversial issues, the encouraging results using lubiprostone in CF patients [18] and with CF cells and tissues [2,17], made it reasonable to test the hypothesis that lubiprostone would ameliorate the intestinal phenotype in the *Cftr *knockout mouse.

## Methods

### Animals

Mice with a targeted null mutation in the *Cftr *gene (*Cftr^tm1UNC^*) were originally obtained from Jackson Labs. They have been bred onto the C57BL/6J background until congenic [9]. *Cftr *heterozygous mice were bred to obtain *Cftr *null (CF) and wild type (WT) littermates. All mice, including WT and CF control and experimental mice, were fed a liquid diet (Peptamen, Nestle Nutrition, Florham Park, NJ, USA) which prevents lethal intestinal obstruction in CF mice. Administration of lubiprostone (Takeda Pharmaceutical North America, Deefield, IL, USA) was by a once daily gavage of 100 μl Peptamen containing a stable emulsion of lubiprostone. Preliminary experiments showed that a dose of 10 μg/kg-day was maximally effective (this dose maximally affected gastric emptying, data not shown). Mice were treated with lubiprostone for a period of 2 weeks before sacrifice. The effect of lubiprostone on body weight gain was assessed. To increase the statistical power of these comparisons, weights of CF mice were calculated as percent of WT mice of the same age, gender, and treatment group as previously described [10]. All animal work was approved by the Institutional Animal Use and Care Committe, of the Univeristy of Kansas Medical Center.

### Morphometry

The width of crypts stained with periodic acid-Shiff base, Alcian blue, pH 2.5 (PAS/AB) was used to estimate the amount of mucus accumulation as previously described [10]. Briefly, mice were fasted overnight with free access to water, and after sacrifice the small intestines were carefully resected keeping the luminal contents in place. The tissues were fixed overnight in Carnoy's solution to preserve mucus. The middle portion of the small intestine was used [10], and tissues were paraffin embedded and processed for PAS/AB staining (performed by Mass Histology, Worcester, MA). From each animal (at least 5 per group), 4 sections were imaged and crypt regions were recorded on a digital camera using a 20X objective on a Nikon microscope. Between 200-300 crypts per sample were imaged and measured using NIH Image J software as described [10]. For each group, the averages of the mean crypt width of each animal were determined and these averages (n ≥ 5 per group) used for statistical analysis.

### Estimation of bacterial load

The copy number of the bacterial 16*S *rRNA gene per intestine was used as an estimate of bacterial load in the small intestine as previously described [10]. Briefly, mice were fasted overnight with free access to water. The entire small intestine was resected and flushed with PBS containing the mucolytic reducing agent dithiothreitol (10 mM). The flushed material was centrifuged and the pellet was processed to extract bacterial DNA, using the QIAamp DNA Stool Mini Kit (Qiagen, Valencia, CA, USA) with minor modifications as previously reported [4]. The DNA was used to amplify the bacterial 16*S *rRNA gene with universal primers by quantitative PCR.

### Measurement of gastric emptying and small intestinal transit

Gastric emptying and small intestinal transit were measured as previously described [10]. Briefly, mice were fasted overnight and in the morning they were gavaged with the nondigestible, nonabsorbable tracer rhodamine dextran (70 kDa, Sigma). Twenty min later, mice were sacrificed and the distribution of fluorescence in the stomach and 10 equal segments of the small intestine was measured. There was no tracer in the cecum or colon in any of the mice at 20 min postgavage. Gastric emptying was calculated from the amount of tracer remaining in the stomach relative to the total fluorescence. Small intestinal transit was measured from the distribution of fluorescence in the small intestine (excluding that left in the stomach). For statistical analysis of small intestinal transit, the data were converted to geometric center of the fluorescence (GCF) = Σ (fraction per segment × segment number).

### Analysis of gene expression

Equal amounts of total RNA from individual samples were pooled from mice in each group and were used to interrogate the Affymetrix Mouse 430 2.0 GeneChip (Affymetrix, Santa Clara, CA, USA). We used 8 WT control, 7 WT + lubiprostone, 10 CF control, and 8 CF + lubiprostone RNA samples to create the pools for analysis (sample size n = 1 per group). Microarray data were analyzed using the GeneChip Operating System (GCOS) software (Affymetrix), using the WT control data as the baseline. The full microarray dataset is deposited in NCBI's Gene Expression Omnibus [25] and is accessible through GEO Series accession number GSE18327 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18327. Changes in expression of genes of interest from the microarrays were verified using quantitative RT-PCR. Briefly, total RNA was prepared from the entire small intestine by the Trizol method as previously described [4]. Real time qRT-PCR was performed with an iCycler instrument (Bio-Rad, Hercules, CA, USA) using a one-step RT-PCR kit (Qiagen). The mRNA for ribosomal protein L26 (*Rpl26*) was used as a housekeeping gene for normalization. Expression levels were calculated using the ΔΔC_t _method after correcting for differences in PCR efficiencies [26], and were expressed relative to WT control levels.

### Statistics

Data are presented as means ± SE. Significance was determined with Systat 11 software (San Jose, CA) by ANOVA, or Mann Whitney U test when data were not normally distributed. *P*-values < 0.05 were considered as significant.

## Results

### Body weight gain

One of the most obvious effects of CF is poor body weight gain in early life. Although CF mice are pancreatic sufficient, in contrast to most CF patients, CF mice are about 70% the mass of WT mice from before weaning into early adulthood [27]. Lubiprostone was administered for 2 weeks and body weight gain was measured in WT and CF mice. Lubiprostone did not affect weight gain in WT mice as compared to control WT. Similarly, lubiprostone did not improve body weight gain in CF mice over the two week treatment period (Fig. 1).

**Figure 1:**
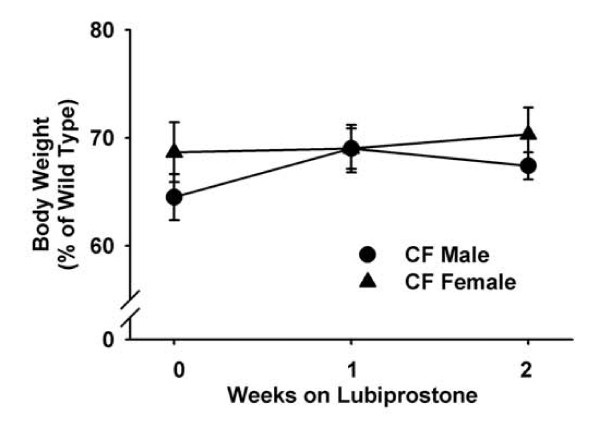
**Effect of lubiprostone treatment on body weight gain in CF male and female mice**. Body weights of lubiprostone treated CF mice are expressed as percent of WT mice of the same age and gender. Data are means ± SEM from lubiprostone treated mice (6 WT males, 6 WT females, 10 CF males, 10 CF females). There were no significant differences.

### Mucus accumulation

A major phenotype in the CF intestine is accumulation of mucus (Fig. 2B), believed to be due to the dehydrated acidic luminal environment that occurs in the absence of normal CFTR function. Morphologically, there was not a noticeable effect of lubiprostone treatment on either WT (Fig. 2C) or CF (Fig. 2D) intestinal tissue. To be more rigorous, the effect of lubiprostone treatment on mucus accumulation was estimated from the width of small intestinal crypts, as previously described [5]. There was no effect of lubiprostone on crypt width in WT mice (Fig. 3A,C). Crypt width in control CF mice was ~700% that of control WT mice (Fig. 3). It was expected that lubiprostone would improve hydration and reduce mucus accumulation in the CF mouse. Unexpectedly, in lubiprostone treated CF mice the crypt the width was 22% greater than control CF mice (Fig. 3B,C).

**Figure 2:**
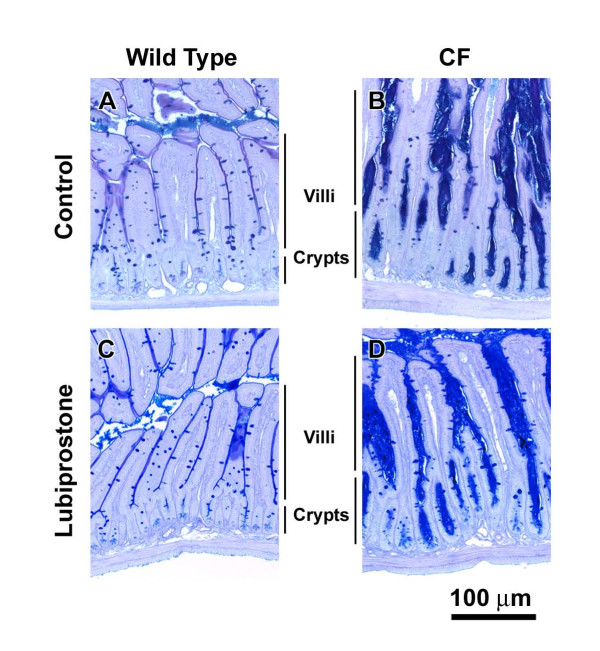
**Morphology of WT and CF small intestine without and with lubiprostone treatment**. Mice were treated with lubiprostone (10 μg/kg-day) for two weeks, as indicated. After an overnight fast, the small intestine was fixed in Carnoy's solution and processed for PAS/AB staining. The CF intestine has much greater mucus in the crypts as well as along the villus surfaces, as compared to WT tissue. There was not an obvious effect of lubiprostone on mucus in either WT or CF mice as compared to controls.

**Figure 3:**
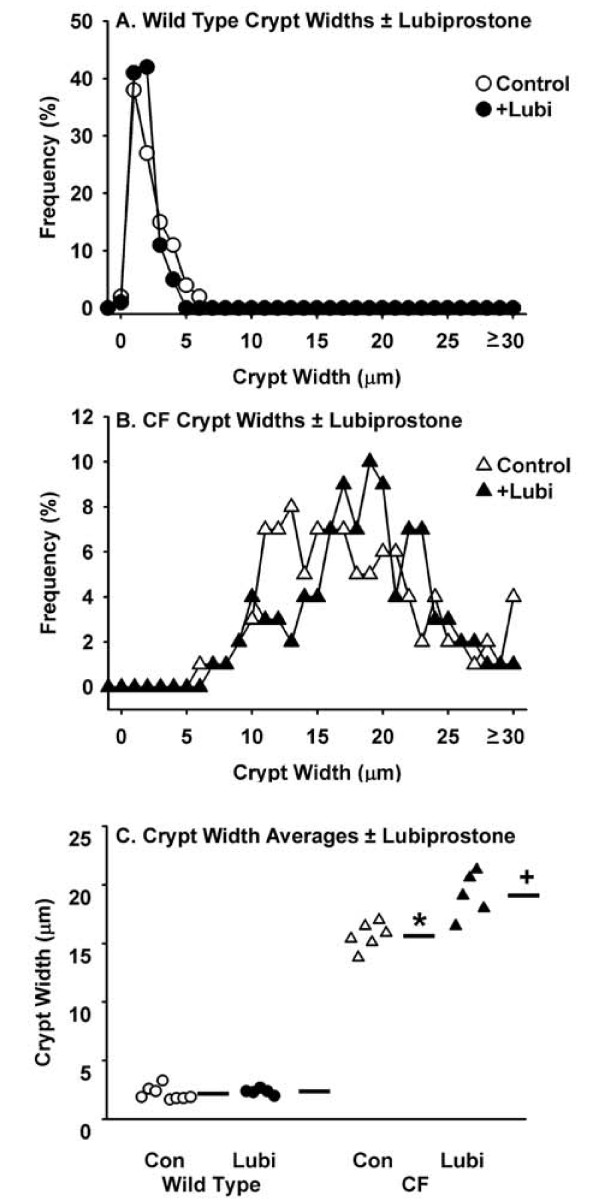
**Effect of lubiprostone treatment on mucus accumulation in the small intestine as measured by crypt lumen width in WT and CF mice**. Crypt widths of Carnoy's fixed, PAS/AB stained sections were used as an estimate of mucus accumulation. A. Frequency distribution of crypt widths in WT control and lubiprostone (+Lubi) treated mice. B. Frequency distribution of crypt widths in CF control and lubiprostone (+Lubi) treated mice. C. Summary of crypt widths in control (Con) and lubiprostone (Lubi) treated WT and CF mice. Horizontal bars represent the group means. (8 WT control, 5 WT + lubiprostone, 6 CF control, 5 CF + lubiprostone; *: *P *< 0.00001 CF control vs. WT control; + *P *= 0.00004 CF +Lubi vs. CF control)

### Bacterial load

We had hypothesized that lubiprostone would reduce mucus accumulation in the CF intestine. Since bacteria colonize and grow in the accumulated mucus of the CF intestine [4], we expected that lubiprostone would reduce the bacterial load in the CF intestine. Therefore, the effect of lubiprostone on bacterial load was examined. In WT mice treatment with lubiprostone increased bacterial load to almost 500% that of control WT mice (Fig. 4). As previously reported [4] the bacterial load in control CF mice was more than 10,000% that of control WT mice (Fig. 4). In lubiprostone treated CF mice there was a significant reduction in bacterial load by 60% as compared to control CF mice (Fig. 4).

**Figure 4:**
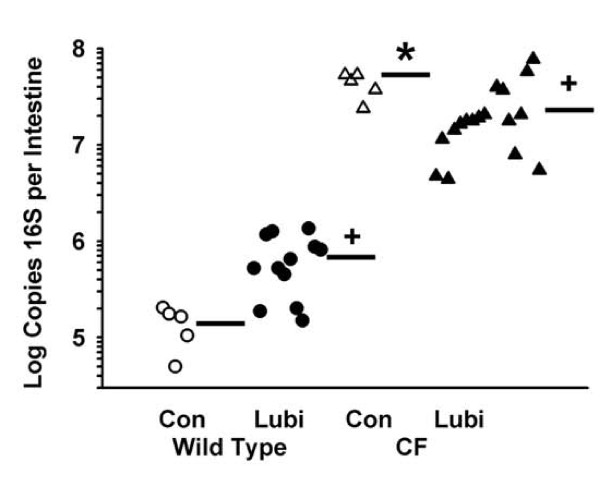
**Effect of lubiprostone on bacterial load in the small intestinal lumen of WT and CF mice**. After an overnight fast, the contents of the small intestine were flushed with a mucolytic agent, and the flushed material was processed to measure copies of the bacterial 16 S rRNA gene by quantitative PCR (see Materials and Methods). Horizontal bars represent the group means. [5 WT control (Con), 12 WT + lubiprostone (Lubi), 6 CF control, 18 CF + lubiprostone; *: *P *= 0.008 CF control vs. WT control; +: *P *< 0.010 +Lubi vs. control of same genotype]

### Gastrointestinal transit

The CF phenotype also includes effects on gastrointestinal motility [28]. Gastric emptying in CF mice is not significantly different from that in WT at 20 min postgavage [28], but it is less at 90 min postgavage [29]. In the current work, we confirmed that at 20 min postgavage there is not a significant difference in gastric emptying comparing control CF to WT (Fig. 5). In lubiprostone treated mice, gastric emptying was significantly greater in both WT and CF mice as compared to the respective control animals (Fig. 5).

**Figure 5:**
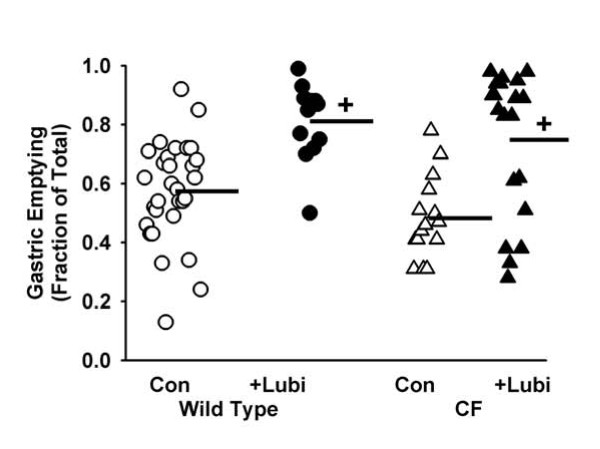
**Effect of lubiprostone on gastric emptying in WT and CF mice**. Mice were fasted overnight and in the morning gavaged with the nondigestible, nonabsorbable tracer rhodamine dextran (70 kDa). Twenty minutes later the mice were sacrificed and the amount of tracer remaining in the stomach relative to the gavaged amount was measured. Horizontal bars represent the group means. [30 WT control (Con), 12 WT + lubiprostone (Lubi), 15 CF control, 20 CF +Lubi; +: *P *< 0.001 +Lubi vs. control of same genotype]

CF mice have strongly impaired small intestinal transit as compared to WT [28] which was confirmed here (Fig. 6A, B). Small intestinal transit was slightly greater in lubiprostone treated WT mice but not in treated CF mice (Fig. 6A, B). The transit data were statistically analyzed by transforming them to the geometric center of fluorescence (GCF) values. The GCF in lubiprostone treated WT mice was significantly greater as compared to control WT (Fig. 6C). There was not a significant difference in intestinal transit comparing lubiprostone treated CF to control CF mice.

**Figure 6:**
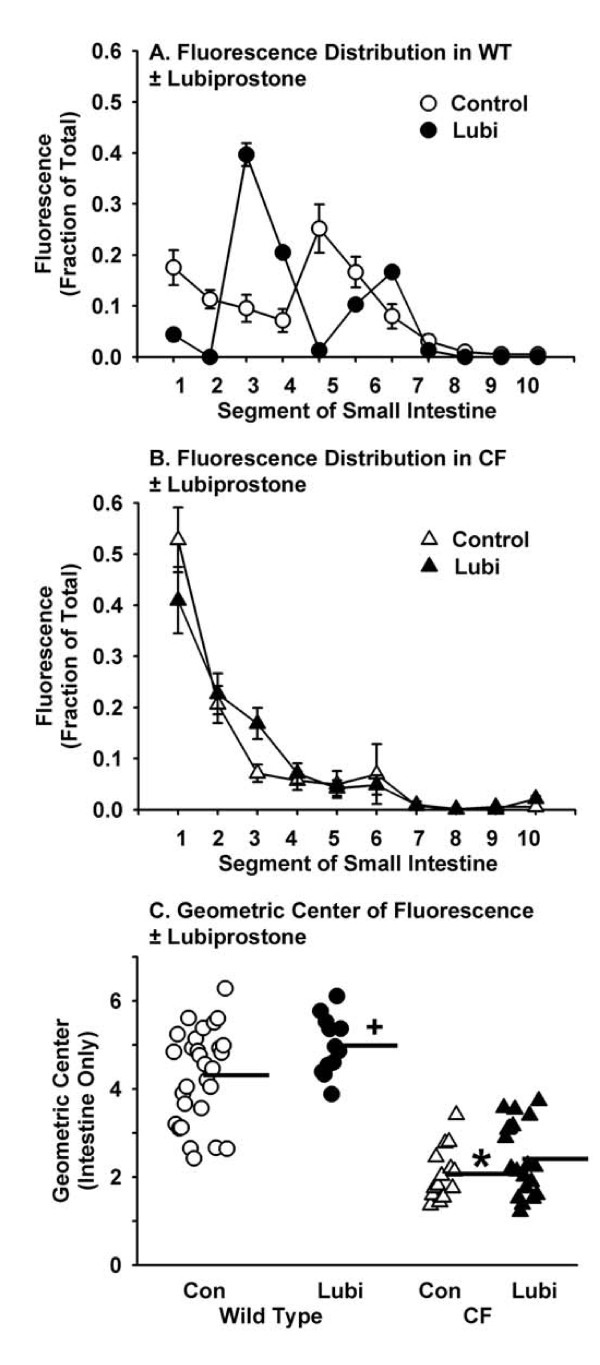
**Effect of lubiprostone on small intestinal transit in WT and CF mice**. Mice were fasted overnight and in the morning gavaged with the nondigestible, nonabsorbable tracer rhodamine dextran (70 kDa). Twenty minutes later the mice were sacrificed and the distribution of tracer along the small intestine was measured. A. Distribution of rhodamine along the intestine of WT control and lubiprostone (+Lubi) treated mice. B. Distribution of rhodamine along the intestine of CF mice control and lubiprostone treated mice. C. Geometric center of fluorescence in control (Con) WT and CF mice and lubiprostone (Lubi) treated WT and CF mice. Horizontal bars represent the group means. [30 WT control, 12 WT + lubiprostone, 15 CF control, 20 CF + lubiprostone; *: *P *< 0.00001 CF control vs. WT control; + *P *= 0.03 WT +Lubi vs. WT control]

### Microarray and qRT-PCR analysis of gene expression

There are numerous changes in gene expression in the CF mouse small intestine as revealed by analysis of global expression levels using the Affymetrix U74Av2 GeneChip [9]. Therefore, it was of interest to see how lubiprostone treatment affected gene expression in WT and CF mice. Because we had previously performed this type of analysis in control WT and CF mice, in the current work we used total RNA samples pooled by group to investigate global gene expression effects of lubiprostone, using the newer Mouse 430 2.0 GeneChip (see Methods). 

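Gene expression was measured on 4 arrays, 1 for each group: WT control, WT + lubiprostone, CF control and CF + lubiprostone. Each array was hybridized with total RNA of the small intestine pooled from the mice of that group, and the treated mice had received lubiprostone at 10 µg/kg/day for 2 weeks. The values are signals, intensities in arbitrary units that sum up the probes of a probe set, for 45101 probe sets, scaled so that the mean signal without the highest and lowest 2% of values was 499.8 on each array. The median signal was 124 for WT control, 123 for WT + lubiprostone, 109 for CF control and 120 (119.6) for CF + lubiprostone. Probe sets with 1 gene symbol were kept when at least 1 array was at or above its own median, and the log2 ratios of a gene's probe sets were averaged, which left 12259 genes. Because each group is 1 pool on 1 array, no difference here can be set against a spread between replicates, and no test of single genes was possible. Where a lower signal lies below its array's median, the fold is given as "at least", computed with that signal set to the median. Sets of genes were compared by their median log2 ratio, ranked against 10000 random sets of genes of like signal, which describes these arrays and does not stand for a test on mice. The pools also differed in markers of sex: Xist, the transcript of the inactive X chromosome, had signals of 308, 976, 680 (679.8) and 1012 in the order given above, and Eif2s3y, on the Y chromosome, of 1242, 829, 884 and 805.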

The major changes in gene expression in the CF intestine reported previously were replicated in the new analysis (both complete datasets are deposited at Genome Expression Omnibus website, GEO Series accession numbers GSE765 and GSE18327, respectively, at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE765 and http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18327. 

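Compared with WT control, the CF control intestine had high transcripts of several epithelial defence and mast cell genes and low transcripts of lipid absorption genes. Of 18 genes of sodium-coupled and solute transport, 11 were lower. Of 13 mucin and mucus glycosylation genes, 11 were higher, with a median log2 ratio of 0.46. All 8 measured MHC class II genes were lower, with a median of -0.54. At least 3-fold higher in CF control were 137 genes and at least 3-fold lower were 215, of 11806 that could be counted. Of these, 63 and 108 had a signal at or above the 75th percentile. With dim signals set to the median the counts were 58 and 108. Arrays drawn with noise of the size seen between the WT pools and no real difference gave means of 60.3 and 60.4 genes. Of brighter genes the means were 8.77 and 9.55. On log2, another scale tried for the noise, 154 and 153 genes passed on average, more than the 137 higher genes here. That scale also gave 151 higher genes in the WT lubiprostone comparison, against 57 in the data. The remaining scales gave means of 42.8 and 41.9, and of 49.8 and 50.1. Of brighter genes, the means on these other scales were at most 13.3. Among genes with a signal at or above the 75th percentile and all probe sets in 1 direction, the 10 highest ratios included, besides Retnlb, Chil4, Pla2g4c, Gsdmc2 and the mast cell proteases Mcpt1 and Mcpt2, Lrg1, an acute phase glycoprotein, at least 21.2-fold higher, and the fucosyltransferase gene Fut2, at least 6.63-fold higher. The tyrosine aminotransferase gene Tat was at least 6.58-fold higher and Prss3, a trypsin gene, at least 5.67-fold higher. Among the 10 lowest of these genes, Cubn, the intestinal receptor for vitamin B12 with intrinsic factor, was 54.5-fold lower in CF control. The cytochrome P450 genes Cyp3a11 and Cyp2b10 were 9.75-fold and 13.5-fold lower, and Cyp2c29 at least 12.2-fold. The glucuronosyltransferase gene Ugt2b5 was at least 20.9-fold lower, the retinol dehydrogenase gene Rdh7 15.5-fold, the sugar transporter family gene Slc5a4a 15.4-fold, the brush border phospholipase gene Plb1 at least 4.54-fold and the chymosin gene Cym at least 7.79-fold. Cftr itself, with 2 probe sets, was 5.08-fold lower in CF control, and 3.34-fold lower with dim signals set to the median.

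Of 16 measured genes of cholesterol synthesis, 14 were higher in CF control, with a median log2 ratio of 1.20, above all 10000 random sets. Hmgcs1 was 2.27-fold higher, Fdps 3.61-fold and Idi1 3.88-fold, while Stard4 had a ratio of 0.978. Of 13 genes of villus digestion, 12 were lower, with a median of -0.79, below all random sets. Its brightest members, Mgam, Alpi and Vil1, had ratios of 0.904, 0.881 and 0.870, and the lactase gene Lct, picked out after its value was seen, was 7.50-fold lower. All 16 genes of lipid absorption and chylomicron assembly were lower, with a median of -0.54, among them Fabp1 at 0.928, Apoa1 at 0.981, Fabp2 at 0.656 and Apoa4 at 0.761. All 10 T cell genes were lower too, with a median of -0.80, for example Gzma at 0.683, Gzmb at 0.607 and Ccl5 at 0.261. The hypoxia list had 13 of 14 genes higher, with a median of 0.66 (0.64 without Egln3), including Ldha at 1.56, Pgk1 at 2.18, Car9 at 1.61 and Hk2 at 4.48. CF over WT ratios were also computed between the treated pools, which share no array with the controls, and across all 12259 genes the log2 ratios of the pairs had a Pearson correlation of 0.45 and a Spearman correlation of 0.37, across genes that are not independent replicates. When the arrays were scaled to the same median, the median log2 ratio of all genes moved from -0.02 to 0.16, and the counts became 174 higher and 165 lower, with quantile normalization giving 162 and 192.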

We used an arbitrary cutoff of 3-fold to select genes whose expression was changed by lubiprostone treatment. We chose several of the genes indicated by the arrays for verification by quantitative RT-PCR.

There were 18 genes on the arrays whose expression was ≥ 3-fold greater in the CF control sample as compared to WT control, that were also downregulated ≥ 3-fold by lubiprostone treatment of CF mice (Table 1). Ten of these genes are associated with immunity, eight of which are involved with innate immunity including five markers of mast cells. 

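In these signals, 26 genes were at least 3-fold higher in CF control than in WT control and at least 3-fold lower in CF + lubiprostone than in CF control. They include Retnlb, Chil4, Pla2g4c, Mcpt1, Mcpt2, Cpa3, Fcer1a, Gsdmc2, Capn13 and Scd2 of Table 1. These counts take signals as measured, and with dim signals set to the array's median 10 genes remain, without Fcer1a and Ak4. Of the 13 genes of Table 1 that have a probe set of their own here, 12 were higher in CF control and lower with lubiprostone at any size, and 10 passed 3-fold both ways. Among the 16 other genes, the brighter ones were Prss3, at least 5.87-fold lower with lubiprostone, and Ak4, an adenylate kinase gene, at least 2.80-fold lower. Of the 26, 11 had a signal at or above the 75th percentile in both comparisons and 15 were dimmer.

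The CF control array stands in both comparisons, so noise on that array alone gives genes of this kind. In 100 draws of arrays with noise of the size seen between the WT pools and no real difference, a mean of 22.4 genes (12 to 35) passed both thresholds, and 4.15 (0 to 11) of the brighter ones. The mean depends on the scale on which noise is drawn, and was 98.4, 8.37 and 6.42 on the 3 other scales tried. On no scale did a draw give more than 1 brighter gene that was 10-fold higher and then 10-fold lower, against 4 in the data: Chil4, Mcpt1, Gsdmc2 and Mcpt2.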

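Genes of type 2 and epithelial defence were high in CF control and lower with lubiprostone, while the antimicrobial and lectin list had 6 genes higher and 5 lower with lubiprostone in CF. Pla2g4c, a phospholipase A2 that releases fatty acids from membrane lipids, had signals of 293 in WT control, 108 in WT + lubiprostone, 12086 in CF control and 1833 in CF + lubiprostone. It was 41.3-fold higher in CF control than in WT control and 6.59-fold lower in CF + lubiprostone than in CF control, which left it 6.26-fold above WT control. Its 2 probe sets were 3.72-fold and 11.7-fold lower with lubiprostone in CF, and the first of them had signals of 403 in WT control and 3989 in CF + lubiprostone. Ube2l6, a ubiquitin-conjugating enzyme gene induced by interferon, had signals of 385, 370 (369.6), 285 and 330.5 in the same order.

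Of 9 measured genes of type 2 and epithelial defence, 7 were higher in CF control, and all 9 were lower in CF + lubiprostone than in CF control. The median log2 ratios were 1.00 and -1.11, above and below all 10000 random sets. Without Retnlb and Chil4, which the study picked, the 7 others had medians of 0.85 and -0.93. Il33, an epithelial alarmin, was 2.19-fold higher in CF control and 2.81-fold lower with lubiprostone, and Clca1, a goblet cell gene, was 2.00-fold higher and 2.15-fold lower. Ang4, an antimicrobial ribonuclease gene, was 1.80-fold higher and 1.28-fold lower, and Itln1 had ratios of 0.987 and 0.890. Ccl11, picked out after its value was seen, had ratios of 0.745 and 0.979. In WT mice the same 9 genes had a median log2 ratio of -0.10 with lubiprostone.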

Another four genes are associated with growth or differentiation, three of which are members of the *gasdermin *gene family. 

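Gsdmc2 was 19.3-fold higher in CF control than in WT control and 13.9-fold lower in CF + lubiprostone than in CF control. Lubiprostone-treated WT mice also had less of it, 4.50-fold below WT control, with signals of 875, 194, 16915 and 1220 (1219.8) in WT control, WT + lubiprostone, CF control and CF + lubiprostone. A probe set listed for both Gsdmc2 and Gsdmc was 21.6-fold higher in CF control and 20.6-fold lower with lubiprostone in CF. One listed for both Gsdmc2 and Gsdmc4 was 6.73-fold higher and 5.71-fold lower. In WT mice these probe sets were 4.69-fold and 5.39-fold lower with lubiprostone, and as they are listed for 2 genes each, they cannot be read as one of them. Gasdermins outside this cluster did not follow the pattern in CF mice. Gsdmd had ratios of 0.907 in CF control over WT control and 1.48 in CF + lubiprostone over CF control, and Gsdme of 0.526 and 1.30. Of the 4 measured gasdermins, Gsdmc2 among them, 3 were higher with lubiprostone in CF. In WT mice the dimmer gene Gsdma2, also outside the cluster, was 3-fold or more lower with lubiprostone, with signals taken as measured. Capn13, a calpain protease gene, was 8.65-fold higher in CF control and 8.50-fold lower with lubiprostone, which put it at 1.02 times WT control.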

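Scd2, a stearoyl-CoA desaturase that makes monounsaturated fatty acids, was 3.32-fold higher in CF control than in WT control and 5.37-fold lower in CF + lubiprostone than in CF control. B3galt5, a galactosyltransferase of glycan synthesis, was 11.3-fold higher in CF control (9.38-fold with dim signals set to the median) and 1.94-fold lower with lubiprostone, with 4 probe sets. Egln3, a prolyl hydroxylase that acts on hypoxia-inducible factors, was 2.98-fold higher and 2.33-fold lower. In WT mice, lubiprostone over control was 0.589 for Scd2, 1.63 for B3galt5 and 1.05 for Egln3.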

The remaining three genes are involved in various functions that do not fall into obvious functional groups.

**Table 1:** Genes upregulated in the control CF intestine as compared to control WT, and downregulated by lubiprostone treatment of CF mice.

CF	WT+L	CF+L	Symbol	Name	Function/Process
1176	1.52	365	*Retnlb*	resistin like beta	Innate immunity

112	3.11	4.5	*Chi3l4*	chitinase 3-like 4	Innate immunity

51	0.52	8.7	*Pla2g4c*	phospholipase A2, group IVC (cytosolic, calcium- independent)	Inflammation, eicosanoid metabolism

42	0.76	3.4	*Mcpt1*	mast cell protease 1	Innate immunity, mast cell

23	1.32	2.8	*Spna1*	spectrin alpha 1	Erythrocyte cytoskeleton

18	0.23	1.3	*Gsdmc2*	gasdermin C2	Growth, differentiation, apoptosis

16	0.76	1.4	*Mcpt2*	mast cell protease 2	Innate immunity, mast cell marker

14	1.15	2.1	*Mcpt9*	mast cell protease 9	Innate immunity, mast cell

12	1.32	3.7	*B3galt5*	UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 5	Sialyl Lewis-a synthesis

11	4.92	2.1	*Ube2l6*	ubiquitin-conjugating enzyme E2L 6	Innate immunity, ISG15- ubiquitination

8.6	1.00	1.2	*Capn13*	calpain 13	Growth, differentiation, apoptosis

8.0	0.23	1.4	*Gsdmc4*	gasdermin C4	Growth, differentiation, apoptosis

7.0	0.27	1.3	*Gsdmc*	gasdermin C	Growth, differentiation, apoptosis

4.9	0.44	1.4	*Cpa3*	carboxypeptidase A3, mast cell	Innate immunity, mast cell marker

4.0	0.76	0.2	*Fcer1a*	Fc receptor, IgE, high affinity I, alpha polypeptide	Innate immunity, mast cell marker

3.7	1.15	1.4	*Egln3*	EGL nine homolog 3 (C. elegans)	Prolyl hydroxylation of HIF

3.5	1.62	1	*(none)*	single chain antibody ScFv	Immunoglobulin heavy chain, immunity

3.2	0.56	0.5	*Scd2*	stearoyl-Coenzyme A desaturase 2	Unsaturated fatty acid synthesis

Genes whose expression level in the CF control intestine were ≥ 3-fold greater than WT control and were downregulated ≥ 3-fold by lubiprostone in CF mice. Expression values are data from the GCOS analysis relative to WT control levels. When there were multiple probe sets for a particular gene the values were averaged. Gene names are according to the Mouse Genome Informatics website http://www.informatics.jax.org/. +L = lubiprostone treated. Equal amounts of total RNA were pooled from 7-10 mice in each group and were used to interrogate the Affymetrix Mouse 430 2.0 GeneChip (n = 1 per group). The full microarray dataset is deposited in NCBI's Gene Expression Omnibus and is accessible through GEO Series accession number GSE18327 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18327.

By qRT-PCR we examined 5 of the genes that were indicated on the arrays as being upregulated in CF compared to WT, and downregulated in CF treated with lubiprostone. As previously reported [9], resistin-like β (*Retnlb*) was very highly increased in the CF intestine (Fig. 7A). Whereas the arrays indicated a 3-fold decrease in *Retnlb *expression in the lubiprostone treated CF intestine, there was not a significant decrease as measured by qRT-PCR (Fig. 7A). 

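Retnlb, a goblet cell cytokine of the resistin family, had the highest ratio of CF control over WT control among the brighter genes. Its signal was 8.20 in WT control, 16.3 in WT + lubiprostone, 11850.5 in CF control and 2938 in CF + lubiprostone. The signals of both WT pools lie far below the arrays' medians, so Retnlb was at least 95.7-fold higher in CF control and at least 23.7-fold higher in CF + lubiprostone than in WT control. Lubiprostone-treated CF mice had 4.03-fold less Retnlb than CF control on the arrays, from 1 probe set. The related gene Retnla, picked out after its value was seen, was 2.74-fold higher in CF control and 2.34-fold lower with lubiprostone.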

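Chil4, the current symbol of Chi3l4, encodes a chitinase-like protein of type 2 immune responses. Its signal was 25.2 in WT control, 26.0 in WT + lubiprostone, 1281 in CF control and 28.2 in CF + lubiprostone, so only the CF control pool was above its array's median. Chil4 was therefore at least 10.3-fold higher in CF control than in WT control, and at least 10.7-fold lower in CF + lubiprostone than in CF control. A further probe set, listed for both Chil4 and Chil3, had signals of 7.65, 41.5, 1732 and 117 in the same order.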

The arrays showed a large upregulation of chitinase 3-like 4 (*Chi3l4*, also known as *Ym2*) (Table 1). By qRT-PCR there were similar changes in *Chi3l4 *expression but because of the high variability in the CF control group, the differences were not statistically significant (Fig. 7B). We were able to confirm by qRT-PCR that phospholipase A2 group 4c (*Pla2g4c*), gasdermin c2 (*Gsdmc2 *also known as *MLZE*, melanoma-derived leucine zipper-containing extranuclear factor), and mast cell protease 2 (*Mcpt2*) (Table 1), were all upregulated in CF controls and downregulated to WT control levels in lubiprostone treated CF mice (Fig. 7C-E). In addition to *Mcpt2*, several other mast cell markers on the arrays were strongly upregulated in CF controls and decreased 3-20 fold in lubiprostone treated CF mice (Table 1).

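The mast cell genes of Table 1 were high in the CF control pool and lower in the treated CF pool. Mcpt1, a mucosal mast cell protease, was 40.7-fold higher in CF control than in WT control and 15.4-fold lower in CF + lubiprostone than in CF control. Mcpt2, of the same protease family, was 14.2-fold higher and 11.0-fold lower. The carboxypeptidase gene Cpa3 was at least 4.91-fold higher and 5.02-fold lower. Fcer1a, the alpha chain of the IgE receptor, was at least 1.88-fold higher and at least 1.95-fold lower, from signals of 41.9 in WT control, 29.1 in WT + lubiprostone, 233 in CF control and 6.18 in CF + lubiprostone. A probe set listed for both Cma2 and Mcpt9 was at least 6.91-fold higher and 5.85-fold lower. From markers reduced to WT levels in treated CF mice, the paper concludes that the influx of mast cells into the CF intestine is reversed by lubiprostone.

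Of 8 measured genes of the mast cell list, 7 were higher in CF control, and all 8 were lower in CF + lubiprostone than in CF control, with median log2 ratios of 1.36 and -1.65. The 4 genes that the paper does not list, Kit, Gata2, Slc18a2 and Rab27b, had medians of 0.18 and -0.31, at percentiles of 87.0 and 5.31 among random sets. These 4 are also made by other cells of the gut. In WT mice, 7 of the 8 were lower with lubiprostone, with a median of -0.53, and -0.17 at percentile 17.5 without the paper's genes.

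**Figure D1:**
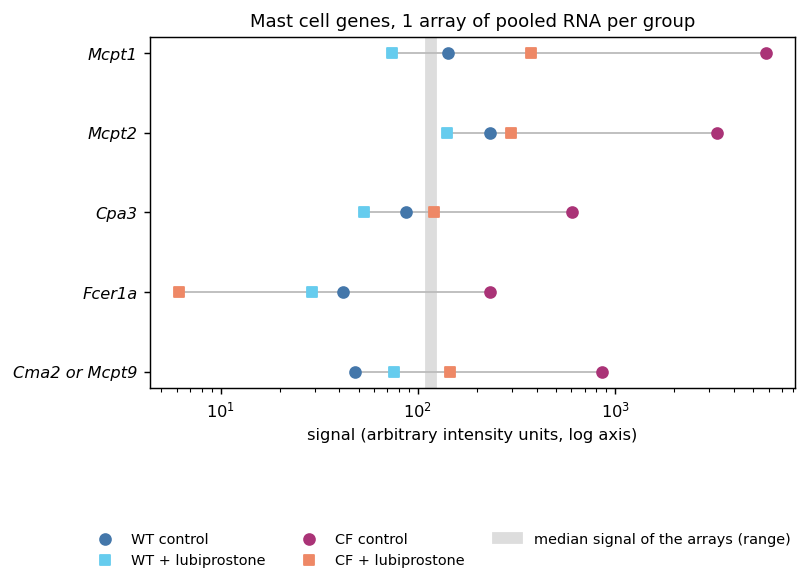
Signals of mast cell genes on a log axis, in arbitrary intensity units, with 1 point for the pooled RNA of each group and a grey band for the range of the 4 arrays' median signals. For Mcpt1 the CF control pool lies at 5798 and the CF + lubiprostone pool at 376, against 143 in WT control.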

**Figure 7:**
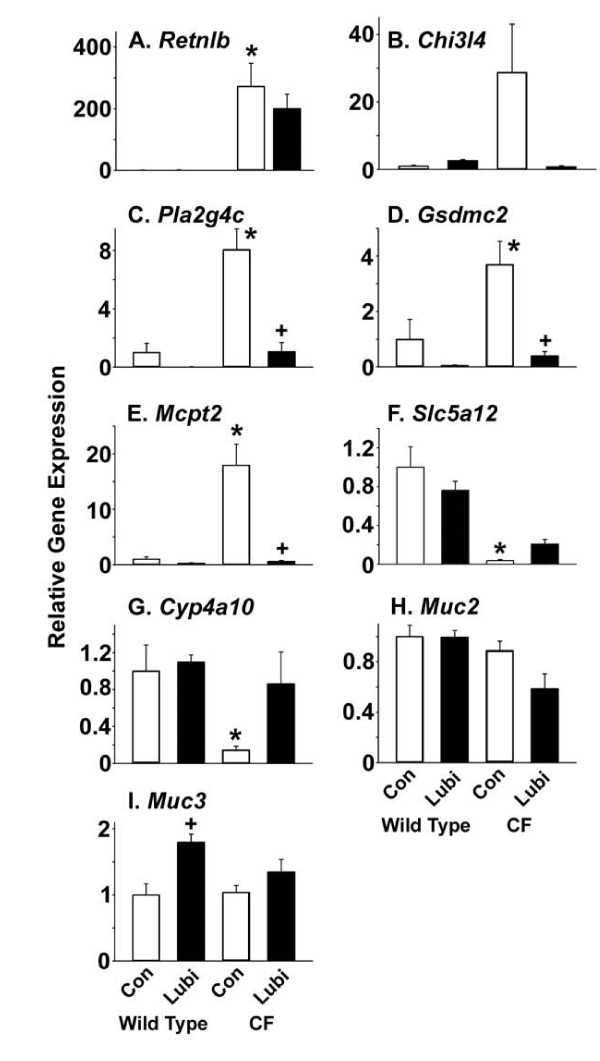
**Verification of microarray results for selected genes by qRT-PCR**. (A) *Retnlb*, resistin-like β, also known as Fizz2; (B) *Chi3l4*, chitinase 3-like 4, also known as Ym2; (C) *Pla2g4c*, phospholipase A2, group 4c; (D) *Gsdmc2*, gasdermin c2; (E) *Mcpt2*, mast cell protease 2; (F) *Slc5a12*, sodium-monocarboxylate transporter; (G) *Cyp4a10*, cytochrome P450 4a10; (H) *HemT1*, hematopoietic cell transcript 1; (I) *Muc2*, mucin 2; (J) *Muc3*, mucin 3. All data are normalized to expression of ribosomal protein 26 (*Rpl26*) and are relative to WT control expression levels. Data are means ± SEM; *: *P <*0.05 comparing CF control to WT control; +: *P *< 0.05 +Lubi compared to control of same genotype. (n = 8 WT controls, 6 WT lubiprostone treated, 8 CF controls, 6 lubiprostone treated CF samples)

There were 11 genes whose expression was ≥ 3-fold lesser in the CF control sample as compared to WT controls, and whose expression was upregulated ≥ 3-fold by lubiprostone treatment of CF mice (Table 2). Four of these genes are involved in lipid metabolism, including production of eicosanoids. 

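In these signals, 33 genes were at least 3-fold lower in CF control than in WT control and at least 3-fold higher in CF + lubiprostone than in CF control. All 8 genes of Table 2 that have a probe set of their own here are among them: Slc5a12, Pck1, Pdk4, Fbp1, Acot2, Slc13a2, Sgk1 and Angptl4. These counts take signals as measured, and with dim signals set to the array's median 9 genes remain, without Slc5a12 and Acot2. Of the 25 others, the brighter ones were Acot1, Slc47a1, Tff2 and Zbtb16. Zbtb16, a transcription factor induced by glucocorticoids, was at least 3.20-fold higher in treated CF mice than in CF control, and Slc47a1, an exporter of organic cations, was 4.17-fold higher. Of the 33, 11 had a signal at or above the 75th percentile in both comparisons and 22 were dimmer. Draws of noise alone gave a mean of 7.82 such genes (2 to 14), and 3.76 (0 to 9) of the brighter ones, on the scale chosen for the noise. On the 3 other scales tried the means were 10.0, 11.5 and 21.3 genes, so the excess over noise depends on that choice. Of the brighter genes, 3 were 5-fold lower and then 5-fold higher. Noise alone gave means of 1.75, 1.87, 2.70 and 5.18 over the 4 scales, the second being the scale chosen. The largest draws were 4, 6, 8 and 11 in that order, so 3 lies within the range of the draws on each scale.

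**Figure D2:**
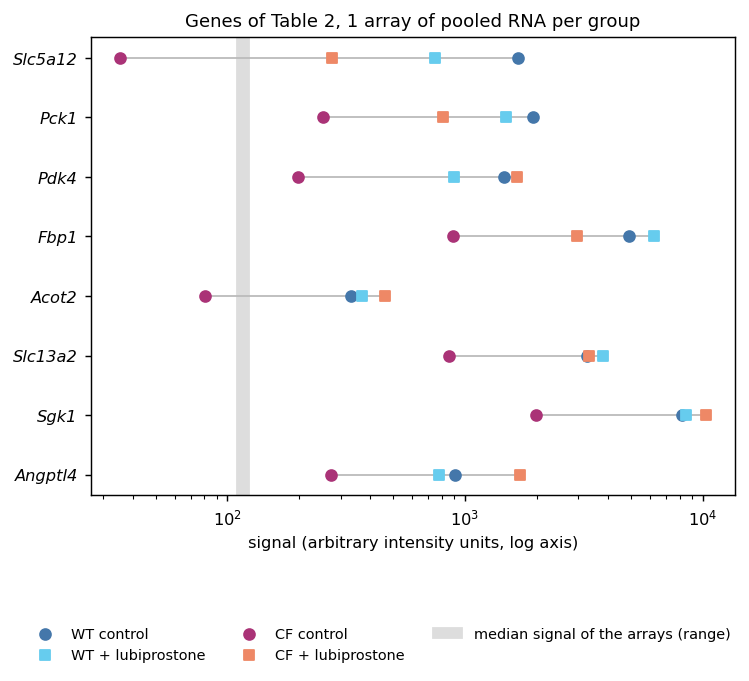
Signals of the 8 genes of Table 2 on a log axis, in arbitrary intensity units, with 1 point for the pooled RNA of each group and a grey band for the range of the 4 arrays' median signals. For each gene the CF control pool has the lowest signal, 198 for Pdk4 against 1655 in the treated CF pool.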

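Genes of fatty acid oxidation were mostly low in CF control and higher in treated CF mice. Angptl4, an inhibitor of lipoprotein lipase, was 3.31-fold lower in CF control than in WT control and 6.23-fold higher in CF + lubiprostone than in CF control. Acot2, a mitochondrial acyl-CoA thioesterase gene, had signals of 333 in WT control and 80.7 in CF control, and was at least 2.36-fold higher with lubiprostone in CF. Acot1, of the same family, was 11.9-fold higher in treated CF mice than in CF control. A probe set listed for both Cyp4a10 and Cyp4a31, fatty acid hydroxylase genes, was 22.9-fold lower in CF control and 7.06-fold higher with lubiprostone, and was 2.88-fold lower in WT + lubiprostone than in WT control.

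Of 26 measured genes of the PPAR-alpha and fatty acid oxidation list, 23 were lower in CF control, with a median log2 ratio of -0.61. With lubiprostone in CF, 24 of the 26 were higher, with a median of 0.60, above all 10000 random sets. Both comparisons share the CF control array, which random sets do not remove. Across all genes kept, their log2 ratios had a Pearson correlation of -0.43, against a mean of -0.50 from noise alone. Noise gave means of -0.49 to -0.51 on all 4 scales, so this correlation cannot tell a reversal from noise. The covariance was -0.156, beyond all draws on the scale chosen (to -0.121) and on another scale (to -0.142). It lay within the draws on log2 (to -0.199) and on the remaining scale (to -0.187). Without the genes of the paper's tables the medians were -0.39 and 0.58 over 23 genes. Among its 4 brightest members, Creb3l3, Acadm and Acadvl, had ratios of 0.779, 0.790 and 0.789 in CF control over WT control, and 1.64, 1.05 and 1.17 with lubiprostone in CF, while Acadl, the brightest, was 1.58-fold higher in CF control than in WT control, and had signals of 10299.8 in CF control and 15445 in CF + lubiprostone. In WT mice the list had a median of 0.02 with lubiprostone, and -0.01 after quantile normalization. The 16 genes of lipid absorption were all higher with lubiprostone in CF, with a median of 0.33.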

Another three genes are involved in glucose metabolism (Table 2). 

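Fbp1, a gluconeogenic bisphosphatase gene, was 5.48-fold lower in CF control than in WT control and 3.32-fold higher in CF + lubiprostone than in CF control. Pck1, which encodes the phosphoenolpyruvate carboxykinase of gluconeogenesis, was 7.64-fold lower and 3.19-fold higher. Pdk4, a kinase that turns off pyruvate oxidation, was 7.38-fold lower and 8.36-fold higher. Relative to WT control, treated CF mice had ratios of 0.605 for Fbp1, 0.417 for Pck1 and 1.13 for Pdk4.

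Of 10 measured genes of gluconeogenesis and glucose transport, 8 were lower in CF control, with a median log2 ratio of -1.04, below all 10000 random sets. With lubiprostone, 9 of the 10 were higher in CF mice, with a median of 0.81, and 0.56 over the 8 genes without Pck1 and Fbp1. The glucose transporter gene Slc2a2 had ratios of 0.505 and 1.38, the fructokinase gene Khk 0.466 and 1.43, and the fructose transporter gene Slc2a5 0.955 and 2.40. Slc5a1, the sodium-glucose cotransporter of the brush border, had ratios of 1.05 and 1.07.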

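Slc5a12, a sodium-coupled carrier of lactate and other monocarboxylates, was at least 15.3-fold lower in CF control than in WT control and at least 2.52-fold higher in CF + lubiprostone than in CF control. Slc13a2, a sodium-coupled carrier of citrate and other dicarboxylates, was 3.78-fold lower and 3.89-fold higher. Sgk1, a kinase that acts on sodium transport, was 4.09-fold lower and 5.18-fold higher. In treated CF mice Slc13a2 stood at 1.03 times and Sgk1 at 1.27 times WT control, while Slc5a12 had a signal of 276 against 1676 in WT control and 746 in treated WT mice.

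Of 18 measured genes of sodium-coupled and solute transport, 11 were lower in CF control, 6 of them at least 3-fold, with a median log2 ratio of -1.10, below all 10000 random sets (-0.74 without Slc5a12 and Slc13a2). With lubiprostone in CF, 11 were higher and 7 lower, with a median of 0.14, at percentile 96.4, and 0.10 without Slc5a12 and Slc13a2. The amino acid carrier gene Slc6a19 had ratios of 0.402 and 2.31 in these comparisons, Slc7a9 of 1.01 and 0.945, and the lactate carrier gene Slc16a1 of 1.40 and 0.711.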

And, another three are involved in solute transport (Table 2). By qRT-PCR we verified these changes for *Slc5a12 *(sodium monocarboxylate transporter) and *Cyp4a10 *(cytochrome P450 4a10, which converts arachidonic acid to 20-HETE) (Fig. 7F and 7G, respectively).

**Table 2:** Genes downregulated in the control CF intestine as compared to control WT, and upregulated by lubiprostone treatment of CF mice.

CF	WT+L	CF+L	Symbol	Name	Function/Process
0.01	0.4	0.11	*Slc5a12*	solute carrier family 5 (sodium/glucose cotransporter), member 12	Na-monocarboxylate transporter

0.05	0.4	0.33	*Cyp4a10*	cytochrome P450, family 4, subfamily a, polypeptide 10	20-HETE synthesis

0.08	0.9	0.46	*Pck1*	phosphoenolpyruvate carboxykinase 1, cytosolic	Glucose metabolism

0.12	0.6	1.1	*Pdk4*	pyruvate dehydrogenase kinase, isoenzyme 4	Glucose metabolism

0.15	1.3	0.53	*Fbp1*	fructose bisphosphatase 1	Glucose metabolism

0.21	1.2	2.14	*Hmgcs2*	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2	Ketogenesis

0.21	1.1	1.74	*Acot2*	acyl-CoA thioesterase 2	Fatty acid metabolism

0.25	1.1	0.93	*Slc13a2*	solute carrier family 13 (sodium-dependent dicarboxylate transporter), member 2	Na-dicarboxylate transporter

0.25	1.1	1.33	*Sgk1*	serum/glucocorticoid regulated kinase 1	Regulation of electrolyte transport

0.33	1.6	1.32	*Akr1b7*	aldo-keto reductase family 1, member B7	PGF_2_a synthesis

0.33	1.1	2.15	*Angptl4*	angiopoietin-like 4	Lipid metabolism

Genes whose expression level in the CF control intestine were ≥ 3-fold less than WT control and were upregulated ≥ 3-fold by lubiprostone in CF mice. Expression values are data from the GCOS analysis relative to WT control levels. Gene names are according to the Mouse Genome Informatics website http://www.informatics.jax.org/. +L = lubiprostone treated. Equal amounts of total RNA were pooled from 7-10 mice in each group and were used to interrogate the Affymetrix Mouse 430 2.0 GeneChip (n = 1 per group). The full microarray dataset is deposited in NCBI's Gene Expression Omnibus and is accessible through GEO Series accession number GSE18327 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18327.

On the arrays, there were 4 genes upregulated ≥3-fold in lubiprostone treated WT mice as compared to WT control, and 40 genes upregulated ≥3-fold in lubiprostone treated CF mice as compared to CF control (see http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18327). None of these genes was upregulated in common in both WT and CF lubiprostone treated mice. Also, there were 24 genes whose expression was downregulated ≥ 3-fold in lubiprostone treated WT mice as compared to WT control, and 32 genes downregulated ≥ 3-fold in lubiprostone treated CF mice as compared to CF control (see http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE18327). None of these genes was downregulated in common in both WT and CF lubiprostone treated mice.

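At least 3-fold higher with lubiprostone were 57 genes in WT mice and 111 in CF mice, of which 7 and 25 had a signal at or above the 75th percentile. In WT mice the highest ratio among the brighter genes was that of Saa1, an acute phase gene of the epithelium, 11.3-fold higher, with signals of 503 in WT control, 5702 in WT + lubiprostone, 7057 in CF control and 7985 in CF + lubiprostone. Xist was 3.17-fold higher, Wfdc18 2.62-fold, the gastrokine gene Gkn2 2.54-fold and the cold-inducible RNA-binding protein gene Cirbp 2.48-fold. Depp1 was at least 2.15-fold higher. For Pigs, Cdc37, B4galnt1 and Sema3f, whose signals in WT control were near or below the median, setting low values to the array's median left ratios of 1.25, 1.04, 1.06 and 1.07.

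In CF mice, Lcn2, an antimicrobial iron-binding lipocalin, was 8.43-fold higher with lubiprostone, with a signal of 417 in CF control and 3514 in CF + lubiprostone. Cirbp was 4.51-fold higher, and the laminin gene Lamb3 3.94-fold. All 14 measured genes of the glucocorticoid list were higher with lubiprostone in CF, with a median log2 ratio of 0.78, above all 10000 random sets, and 0.67 without Sgk1 and Pdk4. Of 23 interferon-stimulated genes, 21 were higher, with a median of 0.68, including Ifih1 at 1.38-fold and Oasl2 at 1.64-fold, while Irf1, the brightest, had a ratio of 0.958. When the arrays were scaled to the same median, the median log2 ratio of all genes with lubiprostone in CF moved from 0.02 to -0.11, and 85 genes were higher and 108 lower. In WT mice the glucocorticoid list had a median of -0.09 and the interferon list of -0.07. Draws of noise alone gave a mean of 62.2 genes at least 3-fold higher in the CF comparison, and 9.59 brighter ones, with means of 152, 42.3 and 49.3 genes on the 3 other scales tried. The noise was drawn from the WT comparison and its scale chosen by the WT counts, so those counts cannot be set against it.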

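The genes at least 3-fold higher with lubiprostone in both WT and CF mice were 2310057J18Rik, Frs3 and Lce1h, 3 in number, and none of them had a signal at or above the 75th percentile in both comparisons. Among the genes countable in both comparisons, 36 and 66 were higher, and independent lists of these sizes would share 0.212. Draws of noise alone gave a mean of 0.890 (up to 4) on the scale chosen, 3.53 (up to 8) on log2, 0.230 (up to 2) with the knee at the median and 0.190 (up to 2) with the knee at the 75th percentile, so whether the 3 genes exceed noise depends on the scale. Cirbp, below the threshold in WT, was higher in both. Across all genes kept, the log2 ratios for lubiprostone in WT and in CF, which share no array, had a Pearson correlation of 0.16. Across the 7411 brighter genes it was 0.31, and 0.27 without the pancreas list, all across genes that are not independent replicates.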

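At least 3-fold lower with lubiprostone were 67 genes in WT mice and 87 in CF mice, of which 20 and 26 had a signal at or above the 75th percentile. The 10 brighter genes with the lowest ratios in WT mice were, apart from Cyp1a1, genes of pancreatic digestive enzymes. The carboxypeptidase genes Cpa1 and Cpb1 were 21.8-fold and 17.7-fold lower, the chymotrypsin genes Ctrb1 and Ctrl 13.0-fold and 10.8-fold, and the elastase genes Cela2a and Cela3b 10.4-fold and 8.36-fold. The lipase genes Cel and Pnliprp1 were 10.6-fold and 6.99-fold lower, and the trypsin gene Prss2 7.58-fold. Cyp1a1, a cytochrome P450 gene induced through the aryl hydrocarbon receptor, was at least 4.66-fold lower.

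In CF mice, among genes with a signal at or above the 75th percentile and all probe sets in 1 direction, the 10 lowest ratios of signals as measured were those of Chil4, Mcpt1, Gsdmc2, Mcpt2, Capn13, Prss3, Ak4, Pla2g4c, Cpb1 (5.60-fold lower) and Cel (5.43-fold lower). Their order is not kept with dim signals set to the median, which affects Chil4, Prss3 and Ak4. Of 9 measured tuft cell genes, 8 were lower with lubiprostone in CF, with a median log2 ratio of -0.64, with Fyb at 0.973, Rgs13 at 0.466, Avil at 0.620 (0.6198) and Siglecf at 0.481. Of 20 proliferation genes, 16 were lower, with a median of -0.30, such as Pcna at 0.678 and Mki67 at 0.845. Of 16 cholesterol synthesis genes, 14 were lower, with a median of -0.41. Draws of noise alone gave a mean of 60.6 genes at least 3-fold lower in the CF comparison, and 9.32 brighter ones, with means of 153, 41.3 and 49.4 genes on the 3 other scales.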

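In these signals, 18 genes were at least 3-fold lower with lubiprostone in both WT and CF mice, and 14 of them had a signal at or above the 75th percentile in both. Among the genes countable in both comparisons, 44 and 51 were lower, and independent lists of these sizes would share 0.200 genes, while draws of noise alone gave at most 3 on the scale chosen and at most 9 on any of the 4 scales tried. They were pancreatic enzyme and secretion genes (Cel, Cela2a, Cela3b, Cpa1, Cpb1, Ctrb1, Ctrl, Cuzd1, Pla2g1b, Pnliprp1, Prss2, Sycn and 2210010C04Rik), heat shock genes (Hspa1a, Hspa1b and Hsph1), Cyp1a1 and Gsdmc2. Hspa1b, an inducible chaperone gene, was 4.41-fold lower in treated WT mice and 4.93-fold lower in treated CF mice. Hsph1 was 3.43-fold and 5.12-fold lower, and Hspa1a 3.66-fold and 3.97-fold.

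Of 13 measured genes of the pancreas list, 12 were lower with lubiprostone in WT and 13 in CF, with median log2 ratios of -3.06 and -2.05, below all 10000 random sets. In CF control over WT control the same list had a median of 0.09. Reg1, Clps and Rnase1, which tissues other than the pancreas also express, had ratios of 1.17, 0.794 and 0.657 in WT and 0.984, 0.431 and 0.628 in CF. Cela1 was 6.60-fold lower in treated WT mice and 2.98-fold lower in treated CF mice.

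**Figure D3:**
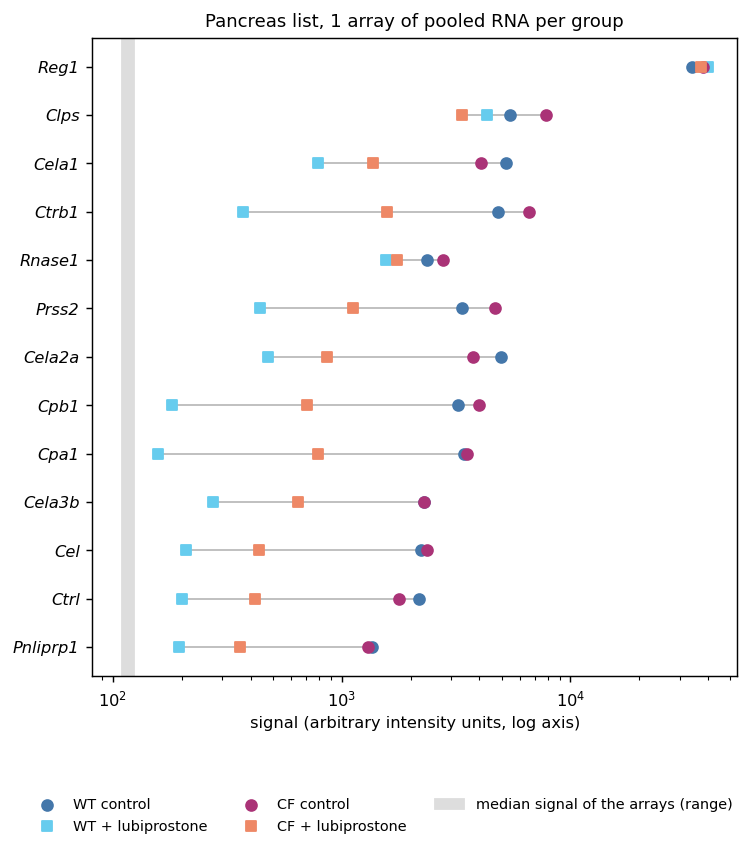
Signals of the 13 measured genes of the pancreas list on a log axis, in arbitrary intensity units, with 1 point for the pooled RNA of each group and a grey band for the range of the 4 arrays' median signals. Cpa1 had signals of 3422 in WT control, 157 in WT + lubiprostone, 3528 in CF control and 790 (789.8) in CF + lubiprostone.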

Since mucus accumulation in CF crypts appeared to be increased by lubiprostone treatment, we also measured expression levels of the two major mucin genes expressed in the small intestine, *Muc2 *and *Muc3*. There were no significant differences in *Muc2 *expression levels comparing any of the four groups of mice (Fig. 7H). Expression of *Muc3 *was modestly but significantly increased in lubiprostone treated WT mice, but there was not a significant difference in lubiprostone treated CF mice (Fig. 7I).

## Discussion

Cystic fibrosis is caused by loss of function of the cAMP regulated anion channel CFTR. Therefore, we hypothesized that lubiprostone, which has been reported to activate the non-CFTR Cl^- ^channel CLC2, would improve the CF intestinal phenotype in *Cftr *knockout mice. Administration of lubiprostone improved aspects of the CF phenotype, notably small intestinal bacterial overgrowth and the innate immune response, but did not affect others, including small intestinal transit and body weight gain.

### Effect on mucus accumulation

It was hypothesized that if lubiprostone improved the hydration of mucus this would allow more normal mucus turnover in the CF intestine. We estimated mucus accumulation morphometrically by the width of PAS/AB stained crypts, and unexpectedly, the crypt width was significantly increased in lubiprostone treated CF mice as compared to control CF mice. One possible explanation is that fluid transport stimulated by lubiprostone increases the hydration of released mucins (the highly glycosylated proteins that form mucus) causing the mucus to swell more, and thus widening the crypt lumen. If this explanation is correct, it would suggest that the amount of fluid secretion induced by lubiprostone was not sufficient to flush out the *cul-de-sac *that is the intestinal crypt, which in CF has excessive mucin secretion.

Another possibility is that lubiprostone-induced fluid secretion enhances mucin release from intestinal goblet cells. It has been demonstrated that mucin release from a goblet cell-like cell line is accompanied by Cl^- ^dependent fluid secretion, suggesting a functional coupling between these two processes [30]. Also, it was shown that CFTR function supports efficient release of soluble mucin from the mouse small intestine [31] and CFTR has been implicated in mucin release from a tracheal gland cell line [32]. Lubiprostone has been shown to stimulate duodenal bicarbonate (HCO_3_^-^) secretion [20] and HCO_3_^- ^ion supports efficient intestinal mucin release [31].

An alternate possibility is that lubiprostone acts as a secretagogue that stimulates an intracellular messenger pathway leading to mucin exocytosis from goblet cells. It is known that PGE_2 _is a potent mucin secretagogue [31]. There is also evidence that lubiprostone can activate PGE_2 _receptors [23,33], but this has not been universally confirmed [24,34]. If lubiprostone stimulates mucin release, the fact that crypt width was not increased in lubiprostone-treated WT mice would suggest that there is sufficient fluid secretion in WT mice to prevent mucus accumulation in the crypt lumen as occurs in CF. Thus, lubiprostone may enhance mucin release through its effects on fluid secretion, or more directly through activation of mucin granule exocytosis via prostaglandin receptor activation.

### Effect on bacterial load

It was predicted that lubiprostone would reduce bacterial overgrowth of the CF small intestine, and there was a significant 60% reduction in bacterial load in lubiprostone treated CF mice. An obvious mechanism is that enhanced fluid secretion improves solubility and turnover of luminal mucus that bacteria colonize. It was unexpected that lubiprostone treatment would affect bacterial load in WT mice, but we observed increased bacterial load of ~500%. This result does not appear compatible with an effect of lubiprostone on fluid secretion; increased fluid secretion is not expected to increase the ability of bacteria to colonize and grow in the WT mouse intestine. However, if lubiprostone also stimulates mucin secretion from goblet cells, it could be that more mucus in the intestinal lumen is available for bacterial colonization and growth in WT mice. One would then have to propose that greater mucus release in the CF intestine, in combination with enhanced anion and fluid secretion, is sufficient to increase mucus clearance and thereby reduce the bacterial load in lubiprostone treated CF mice. Because of the complex behavior of mucus, it is difficult to know if this explanation can account for the opposite effects of lubiprostone on bacterial load in the WT vs. CF small intestine.

### Effects on the CF intestine innate immune response

Treatment of CF mice with lubiprostone decreased expression of several innate immunity genes. Included in these are markers of mast cells which are dramatically increased in the control CF intestine and whose expression was reduced to WT levels in lubiprostone treated CF mice. This indicates that the dramatic influx of mast cells into the CF mouse small intestine [9] is reversed by lubiprostone treatment. Another gene involved in inflammation, *Pla2g4c*, calcium-independent phospholipase A2, group 4c (also known as PLA2γ) was strongly upregulated in the CF intestine and downregulated to WT control levels by lubiprostone treatment. This enzyme was shown to be induced in jejunal epithelium by nematode infection of the small intestine [35]. Our results indicate that *Pla2g4c *expression is also increased by bacterial overgrowth which occurs in the CF intestine and lubiprostone reverses its upregulation.

It remains to be determined how lubiprostone decreased the innate immune response in CF mice. One possibility is that, since the bacterial load was significantly decreased by lubiprostone treatment, this may have reduced the immune response. However, in a previous study we showed that oral administration of the mucolytic *N*-acetylcysteine reduced bacterial load to the same extent as in lubiprostone treated CF mice, but there was no improvement in the innate immune response gene expression levels with *N*-acetylcysteine [10]. Another possibility is that lubiprostone activates a prostaglandin receptor and has anti-inflammatory or some other protective effect. Prostaglandins, to which lubiprostone is structurally related, are gastroprotective in large part due to their stimulation of bicarbonate and mucus secretion. Perhaps lubiprostone acts in a similar fashion to improve the innate response of the CF intestine. Lubiprostone has been reported to stimulate bicarbonate secretion which was suggested to be through activation of the EP4 PGE_2 _receptor [20] and activation of Cl- secretion was blocked by an EP4 receptor antagonist [23]. However, other work has shown that lubiprostone does not have appreciable affinity for the EP4 receptor [24,33], so the mechanism by which lubiprostone stimulates bicarbonate secretion remains uncertain [19].

A family of genes whose expression was upregulated in the CF intestine and downregulated by lubiprostone treatment are the gasdermins. The gasdermins have been shown in cell culture to be anti-apoptotic and are thought to be involved in regulation of growth and differentiation [36]. It is interesting to note that the epithelium of the CF mouse small intestine is hypertrophied and both crypts and villi are larger than in WT mice [10,37], which is consistent with the role of gasdermins. However, even though expression of gasdermins was downregulated in lubiprostone-treated CF mice, the epithelium was still hypertrophied (Fig. 2D). It may be that the two week treatment period was not sufficient to reverse the hypertrophic state of the epithelium, or that other factors are of greater importance.

### Effects on GI motility

We observed two effects of lubiprostone on GI motility. First, lubiprostone increased gastric emptying in both WT and CF mice. CLC2 is present in the stomach and was suggested to be the Cl^- ^channel required for gastric acid secretion [38]. Lubiprostone-induced fluid secretion in the stomach may increase the rate of emptying of the water soluble tracer used (rhodamine-dextran), which would explain the stimulatory effects of lubiprostone on gastric emptying we observed. In contrast, in a human study, lubiprostone was shown to increase fasting gastric volume and inhibit emptying of a solid nutrient test meal [14]. A likely explanation for these different results is that we used non-nutritive tracer and vehicle in our work, and this is expected to measure activity of the interdigestive migrating motor complex; on the other hand, the human study used a solid nutrient test meal, which in itself will affect motility programs, and this model will measure postprandial motility.

The mechanism of action of lubiprostone is the subject of debate [19]. Early work using cell transfection studies showed that Cl^- ^transport stimulated by lubiprostone was mediated by the CLC2 gene product [22]. However, at drug concentrations >100 nM, the CFTR Cl^- ^channel is also activated [39]. A recent study using guinea pig ileum concluded that Cl^- ^secretory effects of lubiprostone were not mediated by CFTR, but were consistent with activation of CLC2 [24]. However, in another recent study using mice, various cell lines, and human control and CF patient intestinal tissues, it was concluded that the action of lubiprostone required CFTR [23]. Whether these disparate results are due to species or methodological differences is unclear at this point. Since we used *Cftr *null mice, the effects of lubiprostone in our experiments cannot be through the CFTR channel. If the Cl^- ^secretory response to lubiprostone in the mouse small intestine is CFTR-dependent as recently reported [23], our results would indicate that lubiprostone's effects in *Cftr *null mice are through another pathway, such as a prostaglandin receptor. Since PGE_2 _can stimulate murine duodenal HCO_3_^- ^ion secretion (via the SLC26A6 transporter but not through CFTR [40]), it may be that lubiprostone enhances HCO_3_^- ^secretion, which is expected to improve mucus solubility [31]. Despite the uncertainties regarding lubiprostone's mechanism of action, there were significant changes in lubiprostone treated CF mice which demonstrate that lubiprostone has CFTR independent effects in the mouse small intestine that are beneficial to the CF phenotype.

## Conclusions

Treatment of CF mice with lubiprostone ameliorates the CF intestinal phenotype. There was a significant decrease in bacterial overgrowth and normalized expression levels of several innate response genes, especially for mast cell markers. Because there are significant differences between mice and humans, it will be important to further test the potential intestinal benefits of lubiprostone in CF patients. It is an open question whether the beneficial effects of lubiprostone in the CF mouse are due to stimulation of Cl^- ^and fluid secretion. There is also the possibility that lubiprostone activates prostaglandin receptors, perhaps stimulating mucin and HCO_3_^- ^secretion, and having additional anti-inflammatory effects mediated through such receptors. If lubiprostone enhances mucin and HCO_3_^- ^release this drug also may be beneficial for various GI conditions where bolstering production of the protective mucus layer is desirable, such as gastric ulcer and enteric infection.

## Competing interests

This work was funded by grant 07-010 from Takeda Pharmaceuticals North America, Inc. Takeda had no input into the design, execution, or data analysis. Takeda made minor editorial comments on the manuscript. Takeda Pharmaceuticals is distributing the substance lubiprostone investigated in this study.

## Authors' contributions

RCD directed the work, helped analyze the data, and wrote the manuscript. RM performed some of the qRT-PCR determinations and maintained the mouse colony. ER performed and analyzed the morphometric study. All authors assisted in editing of the manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-230X/10/107/prepub

How the deposited data were processed for this re-analysis (not part of the article)

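Total RNA of the small intestine was pooled within each of 4 groups of mice (WT control, WT + lubiprostone, CF control, CF + lubiprostone) and each pool was hybridized to 1 Affymetrix Mouse 430 2.0 array, so that each group has 1 value per probe set. The paper's methods give 8, 7, 10 and 8 mice for the pools in that order, and the description that accompanies the arrays gives 10 for the WT control pool. The treated mice had received lubiprostone at 10 µg/kg/day for 2 weeks. The intensities were extracted by the authors with GCOS, which sums up the probes of a probe set as 1 signal and scales each array, and the table holds these signals on a linear scale with no detection calls and no change calls. The mean signal without the highest and lowest 2% of values was 499.8 on each array, near a target of 500 (500.0 as set), so the arrays had already been scaled. The medians of the arrays lay between 109 and 124 and their 75th percentiles between 464 and 482.

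The paper's tables give values from GCOS comparisons of arrays, which use the single probes and cannot be repeated from signals. Here each fold is a ratio of signals. Of 45101 probe sets, 34958 carry 1 gene symbol, 932 carry several and 9211 are not named by the annotation used. For 34754 of those with 1 symbol, the current symbol was looked up by gene identifier. Probe sets with several symbols were left out of all counts and are given only as probe sets listed for both genes. A probe set was kept when its signal was at or above the array's median on at least 1 of the 4 arrays, which left 21756 probe sets and 12259 genes, 5569 of them with more than 1 probe set. The log2 ratios of the probe sets of a gene were averaged, as the paper averaged probe sets. A gene counted as higher or lower at 3-fold, the paper's threshold, when a kept probe set reached the median in 1 of the 2 arrays compared, which allowed 11806 genes in CF control against WT control, 11691 in the WT lubiprostone comparison and 11795 in the CF lubiprostone comparison. Between probe sets of the same gene, the median SD of the log2 ratio was 0.24 in the genotype comparison, 0.20 in the WT lubiprostone comparison and 0.26 in the CF lubiprostone comparison, and 0.15, 0.13 and 0.17 for probe sets at or above the 75th percentile. This is the spread within arrays, and the spread between mice or between pools is not known.

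The rule for the genes named was fixed before the data were examined. Genes named outside it include members of a 3-fold count, such as Tff2, of a list without the paper's genes, and of later tests. Others are said to be picked out after their values were seen. The rule takes the genes of the paper's tables, figures and text, whose values in the paper had been seen, the 10 highest and 10 lowest ratios of each of the 3 comparisons among genes with a signal at or above the 75th percentile and all kept probe sets in 1 direction, and the brightest members of each gene list. The 39 gene lists, for pathways and cell types of the gut and its neighbouring tissues, were written at the same time from general knowledge. Each list with at least 4 kept genes was summarized by its median log2 ratio, and this median was ranked among 10000 random lists matched on mean signal in 10 bins. The alternatives were scaling to the same median, quantile normalization, no filter, a filter at the 75th percentile, ratios averaged on the linear scale, the brightest probe set of each gene, signals below the array's median set to it, and counts of probe sets in place of genes.

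Noise from the shared CF control array was simulated with 100 draws of 4 arrays around 1 mean per probe set, with differences drawn from those between WT + lubiprostone and WT control in 20 bins of signal. These hold any real effect of lubiprostone in WT mice. On the log2 scale the draws gave 151 genes at least 3-fold higher in the WT comparison against 57 in the data, so that first version failed its own calibration. An inverse hyperbolic sine scale was then tried with its knee at the 25th, 50th (50.0) and 75th percentile, which gave 61.0, 41.7 and 49.7. The 25th percentile was taken as the main form because its counts of all genes in the WT comparison came nearest to the data. This choice was made after the results of all 4 forms were seen. For brighter genes at least 3-fold lower in WT, of which the data had 20, it gave a mean of 9.57, the farthest from the data. The log2 scale gave 12.9, and the knees at the median and at the 75th percentile gave 9.81 and 12.8. The expected number of reversals depends strongly on the form, and the means of the other forms are given beside the counts. The steps were tested on simulated data with 200 genes changed by known folds: of those changed 4-fold, 91.5% were called at 3-fold, of those changed 2-fold 12.0%, and of unchanged genes 1.00%. Python 3.11 was used with numpy, pandas, scipy and matplotlib. The qRT-PCR, bacterial load and transit measurements were not used here.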

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

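The tests of noise, of clock genes, of immediate early genes, of acinar and islet genes and of the overall level were chosen after the results were seen, and only the test of further heat shock genes was written before its values were seen.

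The pancreas list, whose genes the paper does not discuss, had median log2 ratios of -3.06 with lubiprostone in WT and -2.05 in CF. Low signals do not account for this, since all 9 list genes at least 3-fold lower in both treated pools had a signal at or above the 75th percentile. More pancreas in the control pools is a candidate source, as the pancreas lies against the upper small intestine, and of the fat genes, Adipoq (signals of 173, 15.3, 99.5 and 1.56 in WT control, WT + lubiprostone, CF control and CF + lubiprostone) and Lpl (623, 349, 559 and 215), picked out after their values were seen, were also lower in both treated pools, while Fabp4 and Cidec had ratios of 2.18 and 1.47 with lubiprostone in CF. Of the acinar genes tested outside the list, 2 were bright enough to read. Gp2 was over 1.5-fold lower in both, with ratios of 0.405 in WT and 0.448 in CF. Spink1 was not, with ratios of 0.966 in WT and 1.02 in CF. Its signal in WT control, 24008.5, lay far above the 4840 of the list gene Ctrb1 there. How much of the Spink1 signal comes from pancreas was not tested, so its ratios cannot decide. Of Ins1, Ins2 and Iapp, the islet genes, 0 were bright enough. The pancreatic genes 2210010C04Rik, Cuzd1, Pla2g1b and Sycn were not in this test. They were at least 3-fold lower in both treated pools, 2210010C04Rik alone of them with a bright signal in both. As they are known from the pattern itself, they are no separate test of it, but they go with more pancreas in the control pools. Tissue carried over at dissection and an effect of lubiprostone therefore cannot be told apart, because each treatment is 1 pool.

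The prediction for carried-over pancreas was amended after its first result was seen, and its outcome moved with the amendment. As first written it asked only that islet genes be kept, and Iapp, with ratios of 0.753 in WT and 0.936 in CF, then counted against carried-over pancreas. Because the signal of Iapp lies close to the arrays' median, a signal at the 75th percentile was then required, which left no islet gene and no outcome. The acinar genes first included Cela1 and Klk1, with 2 of 4 bright genes lower in both; they were taken out because they already stood in fixed lists.

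The list fixed in advance for immediate early and heat shock genes had median log2 ratios of -0.33 in WT and 0.06 in CF. In CF, 8 of its 14 genes were higher. The heat shock genes Hspa1a, Hspa1b and Hsph1 were lower and Cirbp higher in both treated pools. Cooler tissue or body temperature at sampling may be the source: 11 heat shock genes outside the list had median ratios of 0.856 in WT and 0.695 in CF, lower in both but not by the 1.5-fold set for this explanation. For another time of day at sampling, the median size of 9 clock gene ratios was 1.15-fold in WT and 1.53-fold in CF. For handling during dissection, immediate early genes had median ratios of 1.02 in WT and 1.22 in CF, neither of them lower. None of these is excluded, and an effect of lubiprostone itself stays open and untested.

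Of the genes lower in CF control and higher again with lubiprostone there were 33, and 11 brighter ones. The lower overall level of the CF control array does not account for them, since quantile normalization left 32, all of them among the 33. Noise of the shared CF control array could give part of them: the largest draw of noise alone gave 14 genes and 9 brighter ones on the scale chosen, 18 and 8 on log2, 22 and 10 with the knee at the median, and 41 and 16 with the knee at the 75th percentile, the only scale whose draws reached the data. As the outcome depends on the scale, chosen after the results were seen, and no second array of the CF control pool was used here, this stays open.

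Gene lists that the paper does not discuss had medians of over 1.5-fold at an extreme of the random lists. In CF control over WT control, the median log2 ratio was 0.75 for antimicrobial and lectin genes, 1.20 for cholesterol synthesis, -0.79 for villus digestion and -0.80 for T cells. With lubiprostone in CF it was -0.64 for tuft cell genes.

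Of the lists with opposite directions with lubiprostone in WT and CF, 4 lay among the lowest 2.5% of the random lists in 1 genotype and among the highest 2.5% in the other, and the difference was not tested. For mucin and mucus glycosylation the medians were 0.27 in WT and -0.34 in CF, a difference of -0.61. For cholesterol synthesis they were 0.18 and -0.41, a difference of -0.59. For MHC class II genes they were -0.37 and 0.42, a difference of 0.79. For the mesenteric fat list they were -0.37 and 0.55, a difference of 0.92, which rests on Pck1: without it the medians were -0.59 and -0.41.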

How the results depend on the processing

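All 3-fold counts depend on the filter on dim probe sets, because a low signal has a wide spread on the ratio scale. With no filter, the counts of genes higher and lower were 759 and 1213 in CF control against WT control, 805 and 783 with lubiprostone in WT, and 1092 and 731 with lubiprostone in CF; 220 (220.0) were higher in CF and lower with lubiprostone, 550 the reverse, 157 higher in both treated pools and 113 lower in both. With the filter at the 75th percentile these counts were 59 and 102, 3 and 18, 25 and 26, then 11, 9 and 0, and the count lower in both stayed within 1.5-fold at 14. With signals below the array's median set to it they were 58 and 108, 4 and 18, 24 and 25, then 10, 9 and 0, and again 14. Counting probe sets gave 207 and 346, 100 and 121, 209 and 174, then 59 lower in CF and higher with lubiprostone, 5 higher in both and 33 lower in both. With linear ratios averaged, 5 were higher in both. The filters and the count of probe sets change the number of features by construction; for the other settings the cause was not tested. The other counts were within 1.5 times the values given above under each alternative.

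Of 748 values of single gene folds under the alternatives, 717 were within 1.5-fold, 31 moved more and none of those at 3-fold or more changed direction. Of 786 values of list medians, 777 were within 1.5-fold, 6 moved more, and 3 at an extreme of the random lists changed direction: lipogenesis with lubiprostone in WT was 0.00493 with the brightest probe set, anion and fluid transport in CF control was 0.0260 with arrays scaled to the same median, and gasdermins with lubiprostone in WT were 0.0113 with no filter; the cause was not tested. The filter at the 75th percentile keeps no probe set of Ube2l6 and gives it no value. Averaging in the probe set shared by Chil4 and Chil3, chosen after the values were seen, gives 107 in CF control over WT control. That value takes signals as measured, with those in WT control below the array's median. No array can be left out and no replicate block can be fitted, because each group has 1 array.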

Differences from the paper's values

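The paper's tables hold 63 values, for 21 genes, that could be compared, and 54 of them were within 1.5 times the value here. The paper's values come from GCOS comparisons and those here from ratios of signals, both relative to WT control.

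For Chil4 (Chi3l4 in the paper) the paper's value in CF control is 112 and the value here 50.8; in WT + lubiprostone the paper's is 3.11 and the value here 1.03; in CF + lubiprostone the paper's is 4.5 and the value here 1.12. Each differed under every alternative set before the data were examined. A probe set listed for both Chil4 and Chil3 had ratios of 226, 5.43 and 15.3 in these groups. Averaging it with Chil4's own, an alternative chosen after the values were seen, gives 107, 2.37 and 4.13. These are within 1.5 times the paper's, and the alternative drops none of the paper's genes. The WT control signals of these probe sets, 7.65 and 25.2, lie far below the array's median, so the size of such ratios is uncertain. With dim signals set to the median, the ratios in CF control are at least 14.0 for the shared probe set and 10.3 for Chil4's own. For Ube2l6 the paper's values are 11 in CF control, 4.92 in WT + lubiprostone and 2.1 in CF + lubiprostone, and those here 0.741, 0.961 and 0.859, which differed under every alternative that keeps the gene; the filter at the 75th percentile does not keep it. In CF control, the paper's value for Slc5a12 is 0.01 and the value here 0.0211, and for Pck1 the paper's is 0.08 and the value here 0.131, both under every alternative. The paper gives Slc5a12 to 1 digit, and 1 of its 2 probe sets alone has a ratio of 0.0104. For B3galt5 in CF + lubiprostone the paper's value is 3.7 and the value here 5.81, which differed under each alternative except signals below the median set to it, with 4.83.

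At the paper's threshold of 3-fold, the paper counts 11 genes lower in CF control and higher with lubiprostone, and 33 were counted here. The paper counts 4 genes higher with lubiprostone in WT mice (57 here), 24 lower in WT mice (67 here), 40 higher in CF mice (111 here) and 32 lower in CF mice (87 here). With the filter at the 75th percentile the counts were 9, 3, 18, 25 and 26, and with signals below the median set to it 9, 4, 18, 24 and 25, so that each of them except the count higher in CF mice is then within 1.5 times the paper's. Under the other alternatives all 5 counts differed. The paper's count of 18 genes higher in CF and lower with lubiprostone stands against 26 here, within 1.5 times, and 25 with the brightest probe set. It differed under the other alternatives: 33 with either scaling, 220 (220.0) with no filter, 11 with the filter at the 75th percentile, 29 with linear ratios averaged, 10 with signals below the median set to it and 37 counted as probe sets.

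The paper states that no gene was lower with lubiprostone in common in WT and CF mice. Here 18 were counted, and 14 with either stricter treatment of dim signals. The paper's own table has Gsdmc2, Gsdmc and Gsdmc4 over 3-fold below WT control in treated WT mice. Its values for these genes are also over 3-fold lower in treated CF mice than in CF control. Gsdmc2 is among the 18 counted here. The paper also states that no gene was higher in common, and 3 were counted here, and 0 with either stricter treatment. The paper lists B3galt5 and Egln3 as 3-fold or more lower with lubiprostone in CF, and they were 1.94-fold and 2.33-fold lower here.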

Other observations

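Muc2 and Muc3, the mucins that the paper measured by qRT-PCR, showed small ratios on the arrays. Muc2 had signals of 16545.1 in WT control, 17205.9 in WT + lubiprostone, 22836.1 in CF control and 19012.6 in CF + lubiprostone. Muc3 was 1.15-fold higher with lubiprostone in WT and 1.16-fold in CF. After quantile normalization the ratio of Muc2 with lubiprostone in WT was 0.984, so its direction there rests on the scaling. Of the transport genes around the drug, Clcn2 encodes the chloride channel that lubiprostone is reported to activate. It was 1.03-fold higher with lubiprostone in WT and 1.41-fold in CF, and the anion exchanger gene Slc26a6 1.21-fold and 1.23-fold. Cftr, 5.08-fold lower in CF control than in WT control, had ratios of 0.684 and 1.03 with lubiprostone in WT and CF. Ptger4, the EP4 receptor for prostaglandin E, had ratios of 0.774 and 0.730. The prostaglandin receptor list, with 4 measured genes, had median log2 ratios of -0.55 in WT and -0.35 in CF. Goblet cell genes were higher in CF control in 13 of 15 cases, with a median of 0.44 (0.34 without Muc2), Spink4 by 2.24-fold and Tff3 by 1.18-fold, while Zg16, the brightest, had a ratio of 0.918. The housekeeping list had 8 of 9 genes higher in the same comparison, with a median of 0.33, close to the goblet median without Muc2. A rise of this size is therefore not particular to goblet cell genes.

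Treated CF mice kept high transcripts of several defence genes. S100a8, a subunit of calprotectin, had signals of 71.9 in WT control, 51.4 in WT + lubiprostone, 322 in CF control and 362 in CF + lubiprostone, and Duoxa2, a maturation factor of the epithelial oxidase, of 135, 165, 662 and 406. Lrg1 had signals of 59.1, 123, 2630 (2629.9) and 3399 in the same order. Cubn, at 6905 and 4912 in the WT pools, stood at 127 and 57.4 in the CF pools, and Cyp3a11, at 27740 (27739.5) and 33124 in the WT pools, at 2845 and 4395 in the CF pools. S100a8, Duoxa2, Lrg1 and Cubn did not return towards WT control by 3-fold with lubiprostone. Apart from Lrg1, Cubn and Cyp3a11, these genes were picked out after their values were seen. Smooth muscle genes were higher in CF control in 9 of 11 cases, with a median log2 ratio of 0.46, and lower with lubiprostone in 10 of 11, with a median of -0.40, for example Actg2 at 2.32-fold and 0.514 and Tagln at 1.59-fold and 0.611. Enteroendocrine genes were lower in CF control in 12 of 13 cases, with a median of -0.43, including Chgb at 0.742 and Gip at 0.534.

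Circadian clock genes, which follow the time of day, had median log2 ratios of -0.46 in CF control over WT control, 0.17 with lubiprostone in WT and 0.42 with lubiprostone in CF, over 15 measured genes. Bhlhe40, the brightest, had ratios of 1.54, 0.856 and 0.788, and Nr1d2 of 0.688, 1.03 and 0.890 (0.8896), while Dbp had signals of 1036 in WT control, 1252 in WT + lubiprostone, 442 in CF control and 712 in CF + lubiprostone.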
